A study of Bos taurus with 100 samples. Its data were reported in "MicroRNA Regulation of Bovine Monocyte Inflammatory and Metabolic Networks in an In Vivo Infection Model" (2014).

How the data were processed

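CD14+ monocytes sorted from milk and blood of Holstein Friesian cows, infected in the udder with *S. uberis* or given saline, were profiled by mRNA sequencing at 0, 12, 24, 36 and 48 hpi. Per the study's methods, the authors sequenced single-end reads, removed reads that failed quality filters, trimmed adaptors and low-quality ends, aligned the reads to the bovine UMD3.1 assembly with TopHat, kept uniquely aligned reads and assigned them to Ensembl genes with HTSeq-count in union mode. The deposited tables hold raw counts of reads per gene, 1 column per library, without normalization. Whether the counting used strand is not stated, so overlapping and antisense genes are uncertain, and reads that align to more than 1 place were lost, which lowers the counts of near-identical gene copies. All values used here are these counts.

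The authors state that infected and control libraries were randomized over flow cells. The labels give no flow cell. Other files of the authors, whose values are not used as data here, leave doubt about that balance, since infected and control libraries appear to lie largely on different flow cells. A batch effect therefore has to be considered for every comparison of infected with control animals. A batch shared by all libraries of a group would shift every tissue and time. By the edgeR test described below, 0 genes were called in milk at 0 and 12 hpi and in blood at every time. In milk 3490 and 2520 genes were called at 36 and 48 hpi. This argues against such a shared batch as the cause of the calls in milk at 36 and 48 hpi. A batch confined to some tissues or times stays open. Columns were matched to samples by their names. The same files also list the milk libraries with read totals that do not follow the milk columns, so the names were checked in the counts. The 100 genes that differed most between animals in blood were compared with the milk means at 0 and 12 hpi. The labelled match of milk to blood animals had the highest mean correlation across genes, 0.755, of all 362880 assignments of the 9 animals. For 7 of the 9 the blood libraries of the same number had the highest correlation, and milk of control animal 1 and infected animal 5 was closest to blood of control animal 4. Exchanges among control animals 1 and 4 and infected animal 5, or between control animals 3 and 5, stay open, as do exchanges of time points. Of the 100 samples in the labels, 89 had a column, 44 from milk and 45 from blood, and 0 columns belonged to no sample. The samples of infected animal 2 and the milk sample of infected animal 3 at 24 hpi were not analysed here. The study left infected animal 2 out of its own tests. It reported very low bacterial counts in this animal and milk expression that did not separate from the controls. The infected group is thus selected in part on expression. The DE counts and the splits of the 9 animals do not allow for this selection. The groups were infected animals 1, 3, 4 and 5 and control animals 1 to 5 of each tissue and time. Libraries with fewer than 4000000 assigned reads were left out, which removed the blood library of control animal 5 at 0 hpi with 28863 reads and left 88 libraries of 4100555 to 63424564 reads. A gene at 1 CPM has 4.1 reads in the smallest of these and 63.4 in the largest, so low genes are measured less precisely in the shallow libraries. Reads of a library are not independent molecules.

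The tests, the samples that entered them, the thresholds and most alternatives were chosen before the data were examined. Genes with at least 1 CPM in at least 3 of the libraries fitted were tested. Libraries were scaled by the trimmed mean of M-values (TMM), and infected and control animals were compared in each tissue and time point by the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, without covariates. DE genes had a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5. Standard errors of log2 fold changes were taken as the absolute log2 fold change over the square root of the F statistic. Differences between the infection effects of MIMs and BIMs, and between 48 and 36 hpi in MIMs, were tested as interaction terms with the animal as a block. MIMs and BIMs of control animals were compared within animals on counts summed over the time points. The pairing in the last comparison comes from the labels, since the milk and blood libraries of a number and group come from the same animal.

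The scripts were tested on simulated data, counts drawn from the means, dispersions and sizes of the real libraries with 200 changed genes. For MIMs at 36 hpi (12118 genes) the quasi-likelihood test recovered 47% of the genes changed 2-fold and 79% of those changed 4-fold, with 9 false calls. For BIMs at 48 hpi (12119 genes) it recovered 74% and 96%, with 5 false calls. DESeq2 1.42.0 made 33 and 21 false calls in these simulations and the edgeR exact test 30 and 21.

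The alternatives were DESeq2 with its own size factors, the edgeR exact test with tagwise dispersions, RLE size factors in edgeR, no filter on low counts, no fold limit, all libraries kept and a limit of 5000000 reads, a fit over all 5 time points, the change from each animal's own 0 hpi library, the animal number as a block, the interaction tests without the animal block and leaving out each animal in turn. Added after the data were seen were scaling by library totals, with all genes or without the 100 most abundant, thinning all libraries of a comparison to its smallest, leaving out the library labelled milk, control animal 1, 24 hpi, and a fit of control animals 2, 3 and 4 against infected animals 1, 3 and 4. Comparisons with all 5 infected animals, or with each choice of 4 among them, were planned and not run, because infected animal 2 was not analysed here. For every comparison, other splits of the same animals into groups of equal size were counted, up to 100 for infected against control and 60 for the interactions and the comparison of tissues, drawn with a fixed seed.

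The rule for genes to print asked for gene symbols. The reference table given for names matched 0 of the 24616 identifiers, so no gene is named, and gene set tests, lists of genes named by the study, markers of other cell types and checks of gene length or GC content were not run. In their place the identifier with the smallest adjusted p in each direction at 36 and at 48 hpi in MIMs is printed, by the order of the rule. No identifier was DE at all 5 time points in MIMs or BIMs (0 and 0).

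Measures of single libraries were computed on log2 CPM (TMM over all 88 libraries, prior count 2) of 13929 genes with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with Matplotlib 3.10.9. The position between milk and blood and the position along the infection axis were fitted together by least squares to the differences of group means, each without the animal concerned. Differences in such measures between infected and control animals were tested by exact two-sided permutation tests with Benjamini-Hochberg adjustment over the 10 combinations of tissue and time. The infection labels define the infection axis, so for its scores the axis was rebuilt for each of the 126 splits of the 9 animals. Pairs of libraries were compared by the chi-square of each gene's counts after thinning all libraries to 4097962 reads, over genes with at least 100 reads in the pair. The median under counting noise alone is 0.455. Pairs of animals were compared by the number of genes whose libraries were fully separated by more than 1 on the log2 scale in blood at all times and, in the same direction, in milk at 0 and 12 hpi.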

Results

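The response of bovine CD14+ monocytes to *Streptococcus uberis* was measured by mRNA sequencing. *S. uberis* is a bacterium that causes mastitis, an inflammation of the udder, and CD14+ monocytes are white blood cells that carry the CD14 surface receptor and were sorted by flow cytometry. Holstein Friesian cows were inoculated in the udder with the live bacterium (infected) or with saline (control), and monocytes were taken from milk (milk-isolated monocytes, MIMs) and from blood (blood-isolated monocytes, BIMs) at 0, 12, 24, 36 and 48 h post infection (hpi). The labels list 100 samples from 5 infected and 5 control animals. Count columns for 89 of them were analysed, 44 from milk and 45 from blood. The 10 samples of infected animal 2 and the milk sample of infected animal 3 at 24 hpi were not analysed here. Each table held 24616 Ensembl gene identifiers, and the tables used here pair none of them with a gene name.

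Total reads assigned to genes ranged from 5856723 to 63424564 in the milk libraries and from 4100555 to 44194505 in the blood libraries. The blood library of control animal 5 at 0 hpi, with 28863 reads, was below the limit of 4000000 and entered no comparison. At these depths 1 CPM (read counts scaled to a common library size) corresponded to 4.1 reads in the smallest library used and 63.4 reads in the largest. Library size did not differ between infected and control animals in any of the 10 combinations of tissue and time (exact two-sided permutation tests, smallest p 0.171, adjusted p 0.992 over 10 comparisons). Libraries within a BIM group were close to each other, with a mean correlation across genes of log2 CPM between 0.976 and 0.982 over the 10 groups. MIM groups were more variable. Genes are not independent replicates, so these correlations describe the libraries and carry no test.

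The library labelled milk, control animal 1, 24 hpi did not resemble the other milk libraries. Its mean correlation with the other MIM controls at 24 hpi was 0.838, against 0.915 for the next lowest library of that group. On an axis that runs from 0 at the mean of the MIM controls at 36 and 48 hpi to 1 at the mean of the BIM controls, computed without the animal itself, it lay at 0.969. The other 43 milk libraries lay at 0.284 or lower, and the blood libraries at 0.908 or higher. The library was kept in the comparisons as the labels give it, and its effect on them is given below.

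**Figure D1:**
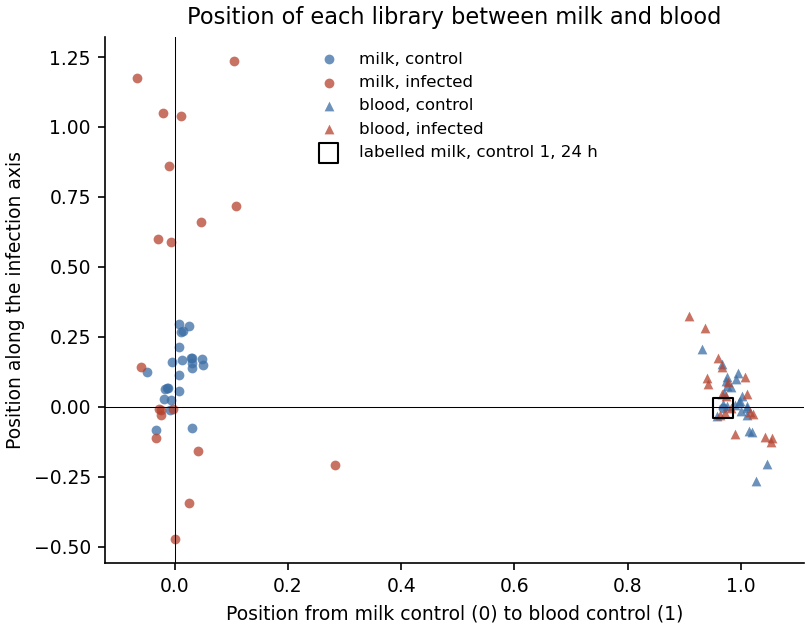
Position of each of the 88 libraries used, with the position from the milk controls (0) to the blood controls (1) on the x axis and the position along the MIM infection axis on the y axis, both without unit. Circles are milk libraries and triangles blood libraries, blue for control and red for infected animals, and the open square marks the library labelled milk, control animal 1, 24 h, at 0.969 on the x axis among the blood libraries.

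To find which genes responded to infection in the udder, infected animals 1, 3, 4 and 5 were compared with control animals 1 to 5 in MIMs at each time point by the edgeR quasi-likelihood F-test, with a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5 required for a differentially expressed (DE) gene. At 36 hpi 3490 of 12270 genes tested (28.4%) were DE, 1738 higher and 1752 lower in infected animals, with a median absolute log2 fold change of 1.12. At 48 hpi 2520 of 12261 genes (20.6%) were DE, 1464 higher and 1056 lower, with a median absolute log2 fold change of 1.04. More than 4-fold differences were found in 513 genes at 36 hpi and 298 at 48 hpi. The common biological coefficient of variation between animals was 32.7% at 36 hpi and 25.0% at 48 hpi. The alternative that moved the 36 hpi count most was the change from each animal's own 0 hpi library, which gave 5020 DE genes. Scaling by library totals in place of TMM gave 4363 DE genes at 36 hpi, 989 higher and 3374 lower, and 3096 at 48 hpi, 971 higher and 2125 lower, so the balance of higher and lower genes holds relative to the TMM scale.

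**Figure D2:**
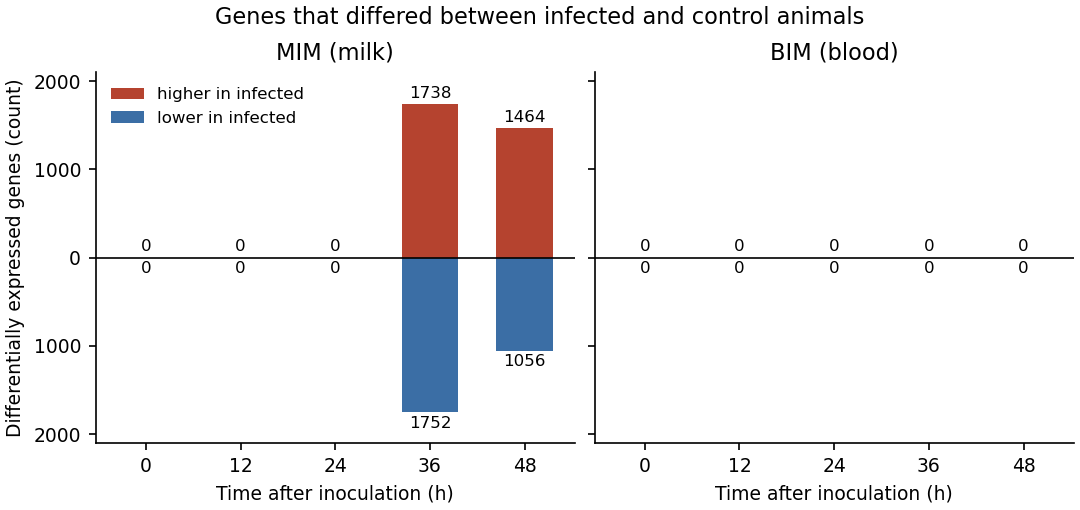
Number of DE genes (y axis, count) between infected and control animals at each time after inoculation (x axis, hours), in MIMs on the left and BIMs on the right. Red bars above 0 count genes higher and blue bars below 0 genes lower in infected animals by the edgeR quasi-likelihood test, and calls were made in MIMs at 36 h (1738 and 1752) and 48 h (1464 and 1056).

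The largest statistical support at 36 hpi was for ENSBTAG00000015592 among higher genes. It rose from 39.9 CPM ± 8.75 (SD, n = 5) in controls to 379 CPM ± 92.1 (SD, n = 4) in infected animals, a log2 fold change of 3.25 with a standard error of 0.21 (edgeR, adjusted p 0.000113). Among lower genes it was ENSBTAG00000016819, at 34.8 CPM ± 9.15 (SD, n = 5) in controls and 9.84 CPM ± 0.391 (SD, n = 4) in infected animals, a log2 fold change of -1.82 with a standard error of 0.21 (edgeR, adjusted p 0.000527). At 48 hpi ENSBTAG00000002758 rose from 49.6 CPM ± 4.68 (SD, n = 5) to 254.7 CPM ± 57.0 (SD, n = 4), a log2 fold change of 2.36 with a standard error of 0.15 (edgeR, adjusted p 4.62e-05). ENSBTAG00000021961 was lower, at 12.6 CPM ± 0.991 (SD, n = 5) in controls and 4.81 CPM ± 0.794 (SD, n = 4) in infected animals, a log2 fold change of -1.40 with a standard error of 0.15 (edgeR, adjusted p 0.000319). The test called 0 genes in BIMs at any time point or in MIMs at 0, 12 or 24 hpi, so these 4 genes were not DE there either. That says nothing on these genes in particular. Their log2 fold changes there reached from -2.27 (standard error 0.77, ENSBTAG00000002758, MIMs at 0 hpi) to 2.63 (standard error 0.78, ENSBTAG00000015592, MIMs at 24 hpi).

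The edgeR quasi-likelihood test made 0 calls in MIMs at 0, 12 and 24 hpi. At 0 hpi, before the bacteria could act, 884 of 12390 genes had an unadjusted p below 0.05, where 620 would be expected by chance. DESeq2 called 20 genes and the edgeR exact test 26 at that time. Leaving out infected animal 3 gave 1 call, and leaving out infected animal 5 gave 2. At 12 hpi 379 of 12480 genes had an unadjusted p below 0.05, where 624 would be expected by chance. DESeq2 called 0, the exact test called 1 and leaving out infected animal 5 gave 2. At 24 hpi, with 3 infected animals, 795 of 12353 genes had an unadjusted p below 0.05, where 618 would be expected by chance. DESeq2 called 16, the exact test called 22 and leaving out infected animal 5 gave 1. The biological coefficient of variation was highest at this time, 43.5%, with the library labelled milk, control animal 1, 24 hpi among the controls. In counts simulated from the 24 hpi libraries the quasi-likelihood test recovered 3% of genes changed 2-fold and 54% of genes changed 4-fold, so moderate changes were not detectable at 24 hpi. Without the library labelled milk, control animal 1, 24 hpi, the quasi-likelihood test again made 0 calls, DESeq2 called 70 genes and the exact test called 59.

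To see whether the response persisted, the DE genes at 36 and 48 hpi were compared. Of the genes higher at 48 hpi, 1209 (82.6%) were also higher at 36 hpi, and of those lower at 48 hpi 861 (81.5%) were also lower at 36 hpi. In all, 1993 genes were higher and 1947 lower at either time, and 0 were DE in opposite directions. The log2 fold changes of the 12108 genes tested at both times had a correlation across genes of 0.917. The same animals enter both times, so a correlation above 0 arises without a response. On log2 CPM the real grouping gave 0.89, and the other splits of the 9 animals had a median of 0.67 and a maximum of 0.88. The edgeR correlation fell to 0.34 when genes of low count were not filtered out. Of 3454 genes DE at 36 hpi and tested at 48 hpi, 3062 (88.7%) had a smaller absolute effect at 48 hpi, and the median ratio was 0.702. Genes chosen for a large effect at 36 hpi are more often smaller at any other time, and among the 2489 genes DE at 48 hpi and tested at 36 hpi the median ratio of the 48 hpi to the 36 hpi effect was 0.852. A test of the difference itself, the interaction of time and infection within animals, called 1 of 12668 genes (edgeR, adjusted p 0.0306), where 1727 had an unadjusted p below 0.05. DESeq2 called 124 genes for this difference. The single call was lost on leaving out any 1 of the 5 control animals or infected animal 1, 3 or 4, and leaving out infected animal 5 gave 2 calls.

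**Figure D3:**
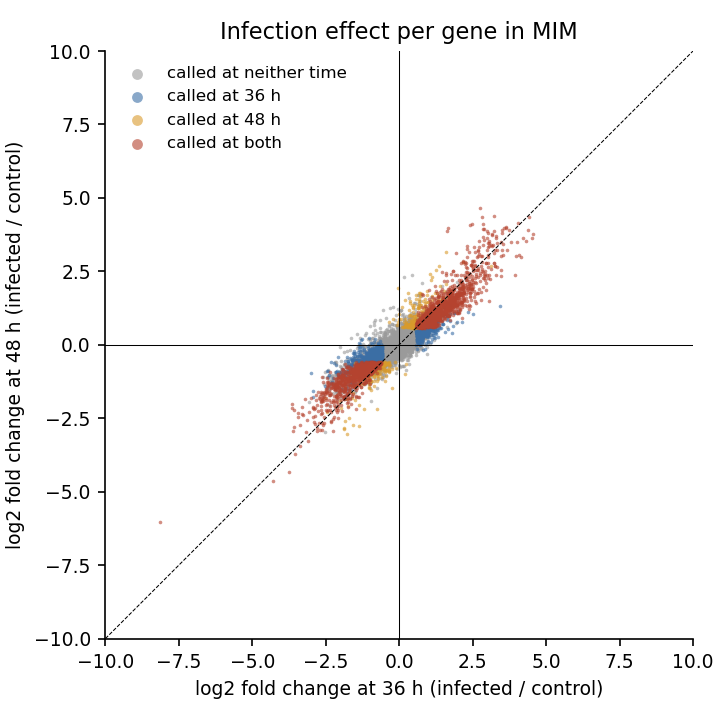
Infection effect of each of 12108 genes in MIMs at 36 h (x axis) and 48 h (y axis), each as the log2 fold change of infected over control animals. Colours mark genes DE at both times, at 36 h, at 48 h or at neither, the dashed line marks equal effects, and the genes DE at both times lie in the quadrants of equal sign.

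The same comparison in BIMs asked whether the infection of the udder was also seen in circulating cells. The edgeR quasi-likelihood test made 0 calls at each of the 5 time points. At 48 hpi 1059 of 12217 genes had an unadjusted p below 0.05, where 611 would be expected by chance, and the smallest adjusted p by edgeR was 0.0532. DESeq2 called 60 genes at this time, 45 higher and 15 lower in infected animals, and the exact test called 89, 71 higher and 18 lower. The count at 48 hpi depended on infected animal 5, and without its library the quasi-likelihood test called 88 genes, 69 higher and 19 lower. At 36 hpi 770 of 12216 genes had an unadjusted p below 0.05, DESeq2 called 9, the exact test 14 and the fit without infected animal 5 called 4. At 24 hpi the unadjusted count was 205, DESeq2 called 1, the exact test 0 and the fit without infected animal 5 called 4. At 12 hpi the unadjusted count was 169, DESeq2 called 1, the exact test 2 and the fit without infected animal 5 called 3. At 0 hpi, with 4 control animals, the unadjusted count was 160, DESeq2 called 0 and the exact test 0. By chance 611, 614, 616 and 608 would be expected at 36, 24, 12 and 0 hpi. The unadjusted counts thus lay above chance at 36 and 48 hpi and far below it at 0, 12 and 24 hpi. The excess at 48 hpi is to be read against this spread. In counts simulated from the BIM libraries at 48 hpi the quasi-likelihood test recovered 74% of genes changed 2-fold and 96% of genes changed 4-fold. The simulated change was the same in every infected animal, so many changes of that size shared by all of them would have been called. Changes in only some of the infected animals were not simulated. The 88 calls without infected animal 5 leave such changes open.

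Whether MIMs and BIMs differed in their response was tested directly by the interaction of tissue and infection, with the animal as a block. At 36 hpi 2962 of 13028 genes differed in their infection effect (edgeR quasi-likelihood test), and at 48 hpi 1597 of 12993. Of these, 2787 of the 2829 genes with an estimate in both tissues at 36 hpi had the larger absolute log2 fold change in MIMs, with a median absolute log2 fold change of 1.03 in MIMs and 0.12 in BIMs. At 48 hpi it was 1479 of 1520, with medians of 0.96 and 0.15. Scaling by library totals gave 3796 genes at 36 hpi, 907 higher and 2889 lower in MIMs relative to BIMs, against 1450 and 1512 by TMM, and 1974 genes at 48 hpi, 696 and 1278 against 1010 and 587. The 48 hpi count was 1019 without control animal 3 and 943 without infected animal 4. Across genes, the MIM and BIM effects had a correlation of 0.23 at 36 hpi and 0.344 at 48 hpi. On log2 CPM these were 0.26 and 0.31, against medians of 0.18 and 0.2 over the other splits of the 9 animals, and 42 and 23 of the 126 splits gave values as high.

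**Figure D4:**
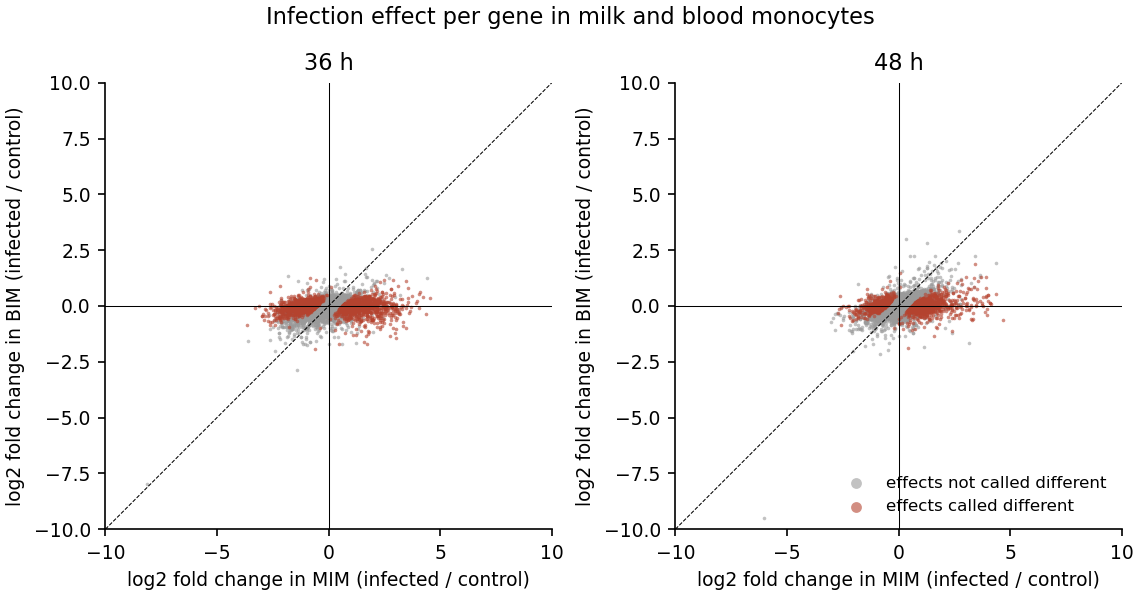
Infection effect of each gene in MIMs (x axis) and BIMs (y axis) as the log2 fold change of infected over control animals, at 36 h on the left (11526 genes) and 48 h on the right (11547 genes). Red points are genes whose effects differed between tissues by the edgeR interaction test, the dashed line marks equal effects, and the red points spread along the MIM axis with medians of 1.03 and 0.96 against 0.12 and 0.15 in BIMs.

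For the tissues themselves, counts were summed over the time points of each control animal and compared within animals. In total 6514 of 12755 genes (51.1%) differed between MIMs and BIMs of control animals (edgeR quasi-likelihood test), 3304 higher and 3210 lower in MIMs. Without the library labelled milk, control animal 1, 24 hpi, 6799 genes differed. With no limit on the fold change the count was 10078, the alternative that moved it most.

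The most abundant gene lost part of its share of the reads after infection. The most abundant gene of the control MIM libraries took 5.05% ± 1.32 (SD, n = 5) of reads in controls and 0.931% ± 0.577 (SD, n = 4) in infected animals at 36 hpi, and 5.53% ± 1.03 (SD, n = 5) against 2.1% ± 0.631 (SD, n = 4) at 48 hpi. Both differences had an exact two-sided permutation p of 0.00794, the smallest this design allows, and an adjusted p of 0.0265 over 10 combinations of tissue and time, and all 4 infected animals lay below all controls. In BIMs this gene took traces of the reads, with exact permutation p of 0.943, 0.00794, 0.706, 0.286 and 0.738 at 0, 12, 24, 36 and 48 hpi. At 12 hpi the adjusted p was 0.0265 and all 4 infected animals lay above all controls, opposite to the direction in MIMs. The shares there were 0.000152% ± 0.000134 (SD, n = 4) in infected animals and 2.33e-05% ± 1.11e-05 (SD, n = 5) in controls. Blood of control animal 4 at 24 hpi had 0.00653%, above all of these. The difference thus lies among traces, and no regulation in blood is read from it. The share of the 10 most abundant genes in MIMs was 8.44% ± 0.731 (SD, n = 4) against 12.5% ± 1.7 (SD, n = 5) at 36 hpi and 9.48% ± 0.799 (SD, n = 4) against 12.9% ± 0.879 (SD, n = 5) at 48 hpi, with exact permutation p of 0.0159 and 0.00794 and adjusted p of 0.0795 and 0.0794, above the limit of 0.05.

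Finally, each library was given an infection score, a measure defined after the comparisons above were seen. The score is the position of the library along the difference between infected and control MIMs at 36 and 48 hpi, 0 at the control mean of its tissue and 1 at the infected MIM mean, with the animal itself left out of all means. Leaving the animal out lowers the scores of infected animals and raises those of controls where animals differ from each other at all times, so each difference was set against the 126 splits of the 9 animals with the axis rebuilt for each. Infected MIMs scored 1.01 ± 0.303 (SD, n = 4) at 36 hpi and 0.769 ± 0.195 (SD, n = 4) at 48 hpi, against 0.134 ± 0.126 (SD, n = 5) and 0.0494 ± 0.112 (SD, n = 5) in controls. No other split gave a difference as high at either time (1 of 126, the real one), while 24 of 126 were as far from 0 in either direction (exact two-sided permutation p 0.19, adjusted p 0.847 over 10 comparisons). The other splits as far from 0 were all negative, down to -1.97 at 36 hpi and -1.64 at 48 hpi. Leaving the animal out builds in differences of that sign, so this p does not weigh the rise alone. At 0 hpi the difference between infected and control MIMs was -0.337, where the median of the other splits was -0.14 and 32 of 126 were as far from 0 (exact two-sided permutation p 0.254, adjusted p 0.847). At 12 hpi it was -0.294 (exact two-sided permutation p 0.444, adjusted p 0.92). At 24 hpi the scores did not differ (exact two-sided permutation p 0.825), with infected animal 1 at 0.854, infected animal 4 at 0.105 and infected animal 5 at -0.023. In BIMs no time point showed a difference. The largest was at 48 hpi, 0.145 ± 0.132 (SD, n = 4) against 0.0368 ± 0.0757 (SD, n = 5), with an exact two-sided permutation p of 0.46 and an adjusted p of 0.92.

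**Figure D5:**
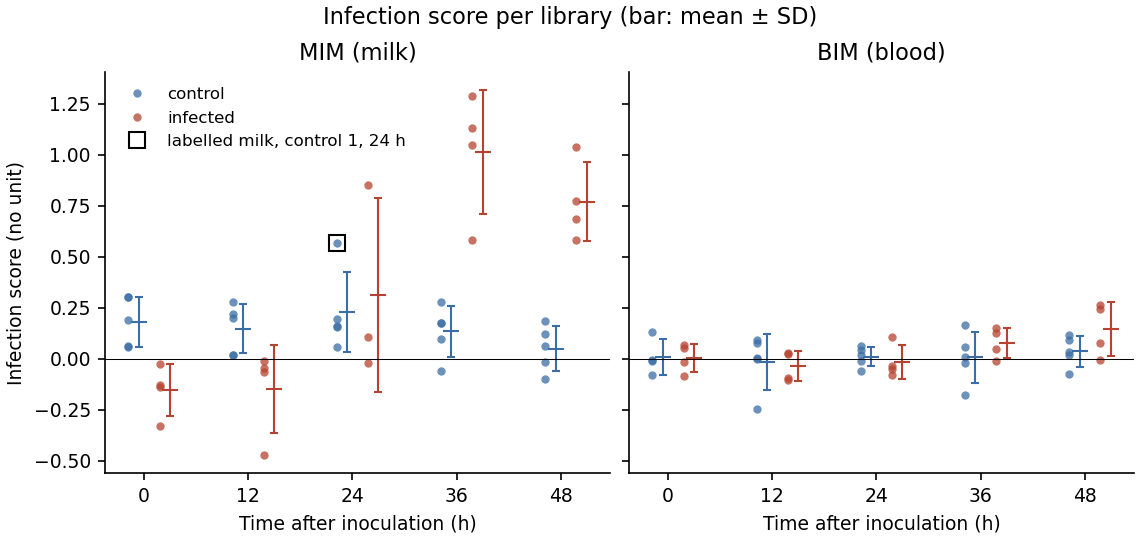
Infection score of each library (y axis, no unit) by time after inoculation (x axis, hours), in MIMs on the left and BIMs on the right, with blue points for control and red points for infected animals and bars for the mean and SD of each group. Infected MIMs lie above all controls at 36 and 48 h, their lower values at 0 and 12 h are within what other splits of the animals give, and the open square marks the library labelled milk, control animal 1, 24 h.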

Values the study reported

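The study reported 4, 36, 1774 and 1532 upregulated genes in MIMs at 12, 24, 36 and 48 hpi, and 5, 2, 1518 and 995 downregulated genes at the same times. It found that 1254 of the genes upregulated at 48 hpi were upregulated at 36 hpi as well, and that 80% of the 995 genes downregulated at 48 hpi were shared with 36 hpi. Counted over time points, 2056 genes went up and 1721 went down in MIMs at least once. In BIMs it gave 10 upregulated genes at 36 hpi and 83 at 48 hpi, and 3, 4, 26 and 39 downregulated genes at 12, 24, 36 and 48 hpi. The mean correlation between samples of a time point was 0.95 in control and 0.92 in infected animals.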

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

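The tests of the library labelled milk, control animal 1, 24 h, thinning and library totals for the tissue difference and the separation of 12 and 36 hpi for control animal 2 were chosen after the result was seen, and the other tests before it. A library stands far from its group here when its gap to the nearest library is large against the range of the group. 65 groups of values were tested this way and 4 had such a library, close to the 1 in 20 that chance gives.

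The library labelled milk, control animal 1, 24 h had a mean correlation of 0.838 with its group and lay among the blood libraries. After thinning, its counts differed from those of the blood library of control animal 1 at 24 hpi by a median chi-square per gene of 0.561, where counting noise alone gives 0.455. The lowest value among the 3827 other pairs of libraries was 0.686. At full depth the median was 0.799, the next lowest pair had 1.33, and 14.2% of 11001 genes differed past the 0.05 limit, so the libraries are close but differ by more than counting noise. After thinning the mean was 1.31, and the correlation across genes with that blood library was 0.993. The tables argue against low depth, since the milk library with the fewest reads lay at 0.046 on the axis from milk to blood. A mixture with a large share of milk cells is also argued against. From 124 genes far higher in milk than in blood, the milk share of the library came to 0.204%, against 97.2% to 105% in the other milk libraries of the animal. The other blood libraries of the animal reached 0.0315%, so a trace of milk reads above theirs is present. The most abundant milk gene took 0.00986% of its reads, against 0.0000202% in the blood library of the same time. Blood of control animal 4 and infected animal 4 at 24 hpi came near it, with 0.00653% and 0.0061%. The other blood libraries at 24 hpi had 0.000493% or less. A share of this size is thus not peculiar to the library. Recruitment of blood monocytes into the gland, the biological explanation, would leave the library at least as different from that blood library as blood libraries of this animal are from each other, and the lowest of those differences was 1.1. A mislabelled sample remains, and the library may hold RNA from the blood sample of the same animal and time. A second library of that blood sample and a mistake in naming columns were not told apart. Where the milk sample of that animal and time went is open.

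The blood library of control animal 2 had the lowest mean correlation with its group at 12 hpi (0.965) and at 36 hpi (0.965). At 36 hpi this library was the shallowest used, with 4100555 reads. After all libraries were thinned to that depth its gap to the nearest library was 0.593 of the range of the group, under the limit of 0.71, so depth may account for it. At 12 hpi the gap was 0.913 of the range after thinning, so depth does not account for that library. No biological explanation was tested for either.

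The blood library of infected animal 4 at 0 hpi had 8.35% of its reads in its 10 most abundant genes, against 7.71% in the next highest of its group. After thinning the gap was 0.878 of the range, above the limit of 0.829, which argues against depth. With 4 of 65 groups standing out, chance remains open, and the blood controls at 0 hpi had values up to 8.31%. Blood of infected animal 4 also had the highest share of its group at 12 hpi (8.4%) and 24 hpi (8.45%). It did not at 36 hpi (7.36%) or 48 hpi (7.74%). No biological explanation was tested.

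The infection effects of MIMs and BIMs differed in 2962 genes at 36 hpi and 1597 genes at 48 hpi by the edgeR interaction test. 1 of 60 splits of the animals, the real one, gave as many genes at each time, and the highest count of another split was 1, which argues against chance. The 60 were drawn from 126 possible splits. Most of the others have infected animals on both sides, so a real effect widens the spread within their groups and lowers their counts. A few genes taking most of the reads are argued against as the whole cause. With the 100 most abundant genes left out and the libraries scaled by the totals of the others, 4121 genes were called at 36 hpi (832 higher, 3289 lower in MIMs relative to BIMs) and 2186 at 48 hpi (649 higher, 1537 lower). The balance of higher and lower genes depends on the scaling. With all libraries thinned to the depth of the smallest the counts were 2272 and 1299, so a difference in depth between tissues is argued against as the whole cause. GC content and gene length were not tested. A difference in exposure stays open, since milk cells come from the infected gland. The study reported an influx of immune cells, monocytes included, in infected animals alone, so a change in the cells sampled from milk stays open too. So does a batch confined to some tissues or times. None of these was tested.

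Between 36 and 48 hpi in MIMs, 1 gene differed in its infection effect. The difference arose in 2 of 60 splits of the animals, the real one included. The same test made 14 false calls in counts simulated with 200 changed genes, which is no measure of chance for a single call. Another split also gave 1 gene, so chance is not excluded in practice. The call also depends on single animals. No technical explanation was tested for it.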

How the results depend on the processing

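Scaling by library totals, thinning, leaving out the library labelled milk, control animal 1, 24 h and the fit of 3 against 3 animals were chosen after the data were seen. The other alternatives were planned.

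DE genes in MIMs at 36 and 48 hpi stayed within 1.5 times of their counts, 3490 and 2520, under all 22 alternatives run for each, and those in BIMs at 0 hpi stayed at 0 under all 19. Leaving out each animal in turn gave 2599 to 3818 at 36 hpi and 1811 to 2541 at 48 hpi. Scaling by library totals moved the median log2 fold change over all genes from -0.04 to -0.35 at 36 hpi and from -0.01 to -0.24 at 48 hpi (to -0.15 at 24 hpi), that of the tissue difference to -0.31 and -0.20 at 36 and 48 hpi, and the share of higher genes from 49.8% to 22.7% and from 58.1% to 31.4%. Of the genes called by TMM, 78.5% and 80.4% were called in the same direction under it. The 4 printed identifiers kept their call and direction under all alternatives, and their log2 fold changes without 1 animal ranged from 3.06 to 3.34, -1.99 to -1.72, 2.17 to 2.46 and -1.48 to -1.37, in the order printed. Leaving out each animal in turn gave 2121 to 3246 genes for the tissue difference at 36 hpi and 6276 to 6561 for MIMs against BIMs in controls, where no fold limit gave 10078, as a looser threshold must.

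In MIMs at 0 hpi DESeq2 called 20 genes, the exact test 26 and fits without 1 animal 0 to 2 (1 without infected animal 3, 2 without infected animal 5). At 12 hpi the exact test called 1 and fits without 1 animal 0 to 2 (2 without infected animal 5). At 24 hpi DESeq2 called 16, the exact test 22, a fit over all time points 57 and fits without 1 animal 0 to 1 (1 without infected animal 5). Without the library labelled milk, control animal 1, 24 h the exact test called 59 and DESeq2 70. In BIMs at 12 hpi DESeq2 called 1, the exact test 2 and fits without 1 animal 0 to 3. At 24 hpi DESeq2 called 1 and fits without 1 animal 0 to 4. At 36 hpi DESeq2 called 9, the exact test 14 and fits without 1 animal 0 to 4. At 48 hpi DESeq2 called 60, the exact test 89, no filter 2, the fit over all time points 39, the change from 0 hpi 20, library totals 1, thinning 1, control animals 2, 3 and 4 against infected animals 1, 3 and 4 called 15, and fits without 1 animal 0 to 88. Among the fits without 1 animal, the highest count in BIMs at 12 to 48 hpi was each time without infected animal 5. In simulated BIM counts DESeq2 and the exact test made 21 false calls each and the quasi-likelihood test 5, and they recovered 86% of genes changed 2-fold against 74%, so both looser error control and higher power may enter the difference between tools. The cause of the other shifts was not tested.

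The tissue difference at 48 hpi fell to 1019 genes without control animal 3 and 943 without infected animal 4 and rose to 1834 without infected animal 1. The time difference in MIMs was 124 genes by DESeq2, 467 without the filter, 0 without the replicate block of animals and 0 to 2 without 1 animal (0 without any control animal or infected animal 1, 3 or 4, and 2 without infected animal 5). The cause was not tested.

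The correlation across genes of MIM and BIM effects at 48 hpi went from 0.344 to -0.003 without the filter, where genes of few reads enter, and that of MIM and BIM effects at 0 hpi from 0.112 to -0.047 without control animal 3. Leaving out each animal gave 0.229 to 0.422 for the former and -0.047 to 0.307 for the latter, 0.097 to 0.332 for MIM and BIM effects at 36 hpi, 0.889 to 0.922 for MIM effects at 36 and 48 hpi and -0.578 to -0.383 for MIM effects at 0 and 36 hpi.

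Control and infected animals share numbers. The correlation of deviations of same-numbered animals ranged from -0.1 to 0.57 in blood (12 of 19 over 0.1) and from -0.22 to 0.43 in milk (15 of 19). Their means were 0.22 and 0.159, against -0.0532 and -0.0342 for animals of different numbers. Same-numbered animals thus tended to deviate together, but not in every pair, and the labels give no shared day or batch, so the pairing was not taken as shown. With the number as a replicate block 3425 genes were called in MIMs at 36 hpi and 2064 at 48 hpi (1278 higher, 786 lower), and 0 in the other comparisons of infected and control animals.

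Gene set tests, the prior count in them and all 5 infected animals were planned and not run. Depth limits what shallow libraries show. Thinned to the smallest library, MIMs gave 3203 genes at 36 hpi and 2238 at 48 hpi.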

Other observations

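The counts of other splits for single tissues and for correlations, the comparison of animals with each other, the limits used to judge it, blood alone as a test of exchanged milk labels and the blood score at 0 hpi as a check of batches were chosen after the result was seen.

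Some counts differ from those quoted from the study above. In MIMs at 12 and 24 hpi 0 genes were called here by the edgeR quasi-likelihood test, with 379 and 795 genes at an unadjusted p below 0.05, 0 and 16 by DESeq2 and 1 and 22 by the exact test. The counts of 0 are lower than the values quoted from the study above. At 24 hpi the fit over all time points called 57 genes, and without the library labelled milk, control animal 1, 24 h the exact test called 59 and DESeq2 70. These 3 are higher than the values quoted from the study above. In BIMs 0 genes were called at 12, 24, 36 and 48 hpi, with 169, 205, 770 and 1059 genes at an unadjusted p below 0.05, 1, 1, 9 and 60 by DESeq2 and 2, 0, 14 and 89 by the exact test. These counts of 0 are also lower than the values quoted from the study above. The tests differ, so the counts of 0 and the study's counts are not alike. The study used an earlier edgeR with moderated tagwise dispersions and set its depth limit on uniquely aligned reads. Of the alternatives here the exact test, with tagwise dispersions, is closest to that description. It made calls at each of these times except in BIMs at 24 hpi.

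Other splits of the same animals were used to ask whether chance can be excluded. For DE genes in MIMs at 36 and 48 hpi, 1 of 100 splits, the real one, gave as many genes at each time, and the highest other counts were 1216 and 508. For MIMs against BIMs in controls it was 1 of 60 splits, and 1 of the 16 splits that part the libraries of every animal, where the highest other count was 0. The other splits of the 60 leave both libraries of some animals on the same side. Counts of 0 cannot exceed other splits. All 100 splits gave as many at 0 and 12 hpi in MIMs and at 12, 24, 36 and 48 hpi in BIMs, all 56 at 24 hpi in MIMs and all 35 at 0 hpi in BIMs. Some of these other splits gave many genes, up to 582 in BIMs at 12 hpi and 275 at 24 hpi, so the animals differ in ways that the infection groups do not follow. The correlation of MIM effects at 36 and 48 hpi was matched by 1 of 126 splits (10 of 126 lay as far from the median of the other splits in either direction) and that of MIM and BIM effects at 48 hpi by 23 of 126, so for the latter chance cannot be excluded.

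At 0 hpi, before infection could act, the infected animals scored lower than the controls in milk, with a difference of -0.337. Leaving each animal out of its own axis builds in part of such a gap. With the axis rebuilt for each split of the 9 animals, the median of the other splits was -0.14 and 32 of 126 were as far from 0, so chance cannot be excluded. Depth is argued against, since the difference was -0.33 after thinning. Leaving out the 100 most abundant genes (-0.337) hardly moves an axis that weighs 13929 genes alike, and blood libraries at 0 hpi (-0.00325) say nothing on batches of milk libraries, so abundant genes and batches cannot be told apart from the gap. Without this score, the log2 fold changes at 0 and 36 hpi had a correlation across genes of -0.5. The median of the other splits was 0.2 and the real grouping gave the lowest value, with 1 of 126 as far from that median, while 14 of 126 were as far from 0. The effects at 0 and 48 hpi (-0.48) and at 12 and 36 hpi (-0.4) were also the lowest of 126. For them 16 and 49 of 126 were as far from 0. These 3 were picked from 7 pairs of effects after their values were seen, so chance is not securely excluded for them. In the edgeR fits the correlation was -0.555, and 0 genes were called at 0 hpi, with 884 at an unadjusted p below 0.05, 20 by DESeq2 and 26 by the exact test. These values leave open whether the groups already differed in milk before infection, in the direction opposite to the later effect. The change from each animal's own 0 hpi library gave 5020 genes in MIMs at 36 hpi and 3268 at 48 hpi, and the cause of these higher counts was not tested.

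The infection scores of the infected animals in milk lay far apart at 24 hpi. Infected animal 1 had a score of 0.854 there, within the range of infected MIMs at 36 hpi, while infected animals 4 and 5 had 0.105 and -0.023. Thinning left infected animal 1 at 0.876, which argues against depth. Its counts differed from its own 36 hpi library by a median chi-square of 1.51, the lowest among the milk libraries of this animal, whose pairs without the 24 hpi library lay between 1.84 and 14.5. Over 168 pairs of libraries of 1 animal and tissue the median was also 1.51, so this pair was no closer than is usual. The value gives no sign of a second library made from the 36 hpi sample. Such a library is still not excluded, since the spread between libraries of 1 sample is not known here. An exchange of its 24 and 36 hpi labels would put a library with a score of 1.05 at 24 hpi, so it does not account for the high score there. An earlier response stays open. Infected animal 5 had the lowest scores of the infected MIMs at 36 and 48 hpi (0.584 and 0.582) and no shift in BIMs (-0.012 and -0.009), and without it 88 genes were called in BIMs at 48 hpi.

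Some animals were set apart by no gene at the limit used, which was chosen after the result was seen. A gene sets a pair of animals apart when their libraries are fully separated by more than 2-fold in blood and, in the same direction, in milk at 0 and 12 hpi. Of the 36 pairs of the 9 animals, 29 were set apart by 7 to 49 genes, and 5 by none of 13929 genes. Among these 5 were control animals 3 and 5, and control animal 4 and infected animal 5. With a limit of 0.5 on the log2 scale in place of 1, control animals 3 and 5 were again set apart by 0 genes and control animal 4 and infected animal 5 by 1, and the other 3 pairs by 5, 5 and 0. Shallow or variable libraries would separate an animal from few others, and this is argued against for both pairs. The median number of genes against the other animals was 34.5 for control animals 3 and 5 and 30.5 for control animal 4 and infected animal 5. Milk labels exchanged between these animals are not excluded, but they are argued against as the cause of the missing separation, since blood alone set control animals 3 and 5 apart by 2 genes and control animal 4 and infected animal 5 by 0. The blood libraries of control animals 3 and 5 differed by a median chi-square of 1.53, against 1.57 and 1.22 within each, and those of control animal 4 and infected animal 5 by 1.16, against 0.899 and 1.04 within each. Libraries of 1 genotype should differ no more than libraries of 1 animal do. This held for control animals 3 and 5 against the higher of their own values, and it did not hold for control animal 4 and infected animal 5. Pairs of animals set apart by many genes came down to 1.42, so this test separates animals poorly. A candidate explanation is a shared genotype, through close kinship or an animal present under more than 1 label, and the sources used here cannot decide between these. The other 3 pairs without such a gene include control animal 1, whose median over all animals was 13 genes, a value that these pairs themselves lower. In blood alone 0 genes set it apart from control animal 4 and from infected animal 5, and 1 to 49 from the other animals. Its blood libraries differed from those of these 2 animals by median chi-squares of 1.93 and 2.37, against 1.47 within it. Whether it belongs with control animal 4 and infected animal 5 stays open. If some animals are not independent, the tests count them too often. The fit of control animals 2, 3 and 4 against infected animals 1, 3 and 4 gave 2881 genes in MIMs at 36 hpi and 1799 at 48 hpi, and 74.4% and 63.4% of the genes of the full comparison were called in the same direction.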
